# Brief exposure to small molecules allows induction of mouse embryonic fibroblasts into neural crest‐like precursors

**DOI:** 10.1002/1873-3468.12572

**Published:** 2017-02-09

**Authors:** Yuzo Takayama, Tamami Wakabayashi, Hiroko Kushige, Yutaka Saito, Yoichiro Shibuya, Shinsuke Shibata, Wado Akamatsu, Hideyuki Okano, Yasuyuki S. Kida

**Keywords:** neural crest, peripheral neuron, small molecules

## Abstract

In this study, we propose a novel method for inducing neuronal cells by briefly exposing them to small‐molecule cocktails in a step‐by‐step manner. Global gene expression analysis with immunohistochemical staining and calcium flux assays reveal the generation of neurons from mouse embryonic fibroblasts. In addition, time‐lapse imaging of neural precursor‐specific enhancer expression and global gene expression analyses show that the neurons are generated by passing through a neural crest‐like precursor stage. Consistent with these results, the neural crest‐like cells are able to differentiate into neural crest lineage cells, such as sympathetic neurons, adipocytes, osteocytes, and smooth muscle cells. Therefore, these results indicate that brief exposure to chemical compounds could expand and induce a substantial multipotent cell population without viral transduction.

## Abbreviations

**CHIR**, CHIR99021

**CNS**, central nervous system

**DM**, dorsomorphin

**EGFP**, enhanced green fluorescent protein

**ES**, embryonic stem

**FSK**, forskolin

**GO**, gene ontology

**iPS**, induced pluripotent stem

**MAP2**, microtubule‐associated protein 2

**MEF**, mouse embryonic fibroblast

**PNS**, peripheral nervous system

**SB**, SB431542

**TH**, tyrosine hydroxylase

**Tranyl**, tranylcypromine

**VPA**, valproic acid

Loss of neuronal cells and nervous system function resulting from injury or neurodegenerative diseases, such as Alzheimer's disease 1, amyotrophic lateral sclerosis 2, and familial dysautonomia 3, diabetes 4, Guillain–Barrë syndrome 5, Hirschsprung disease 6, may cause severe cognitive and motor disabilities owing to the limited proliferative and regenerative potential of neuronal cells. Therefore, the development of regenerative methods is important for the recovery of nervous system function and for investigation and clarification of the progressive mechanisms of diseases.

Neural crest cells differentiate into neuronal cells found in the region outside the brain and spinal cord as peripheral neurons, including sensory, enteric, sympathetic, and parasympathetic neurons. These neural crest cells also give rise to glial Schwann cells, melanocytes, endocrine cells, smooth muscle cells, and peripheral neurons. Additionally, in bone marrow or adipose tissues, neural crest cells are the source of mesenchymal stem cells that can differentiate into cartilage, bone, and white adipocytes. The multipotent phenotype and self‐renewal capacity of these cells are expected to have potential applications in cell‐based therapies 7. In addition, neural crest cells are related to serious diseases, such as Hansen disease, in which *Mycobacterium leprae* initially infects Schwann cells, which later dedifferentiate into progenitor/stem‐like cells, causing symptoms of granuloma formation, skin lesions, and peripheral nervous system (PNS) damage, including sensory loss.

Treatment with small molecules, such as regulators of specific signaling pathways or epigenetic states, has recently attracted much attention for applications in cell differentiation and induction. Notably, Hou *et al*. reported that mouse pluripotent stem cells could be generated from somatic cells using only small molecules 8. These studies have suggested that optimization of small‐molecule combinations may facilitate the generation of neuronal cells from neuronal stem cells and non‐neuronal cells.

In this study, we proposed a method for production of peripheral neurons and other neural crest‐derived cells using only small‐molecule compounds. Our results suggested that brief exposure to chemical compounds in a step‐by‐step manner facilitated rapid cell induction for acquisition of murine multipotent neural crest‐like precursors.

## Materials and methods

### Cell culture

All the procedures were performed in accordance with the guidelines of the National Institute of Advanced Industrial Science and Technology (AIST) Animal Care and Use Committee (approval no.: 2013‐186).

Mouse embryonic fibroblasts (MEFs) were isolated from 12.5‐day‐old embryos of C57BL/6NCrSlc mice. Cells were cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 20% fetal bovine serum (FBS), 1% nonessential amino acids (NEAAs), and 1% penicillin/streptomycin (PS); these cells were defined as P0 MEFs. To assess the effects of small molecules, we used embryonic fibroblasts from two strains of transgenic mice in which neural and neural crest‐derived cells specifically expressed enhanced green fluorescent protein (EGFP) under the control of the promoter/enhancer of the *Nestin* gene (Nestin‐EGFP MEFs 9) and under the control of the CAG‐CAT‐EGFP reporter specifically induced by expression of the *Wnt1* promoter‐driven Cre recombinase gene (Wnt1‐Cre/EGFP MEFs 10, 11, 12), respectively. These transgenic strains were supplied by Shinsuke Shibata, Wado Akamatsu, and Hideyuki Okano.

### Chemical treatment

To modulate cellular fate, small molecules were applied to the cultured samples. A combination of 0.25 mm valproic acid (VPA; Wako Pure Chemical Industries, Osaka, Japan), 1.5 μm CHIR99021 (CHIR; Cayman Chemical Company, Ann Arbor, MI, USA), 0.5 μm 616452 (Merck Millipore, Darmstadt, Germany), 5 μm forskolin (FSK; Wako Pure Chemical Industries), and 2.5 μm tranylcypromine (Tranyl; Abcam, Cambridge, UK) was used. The cocktail was mixed in DMEM supplemented with 20% FBS, 1% NEAAs, 1% PS, 50 ng·mL^−1^ basic fibroblast growth factor (bFGF), and culture supernatants from CHO cells producing leukemia inhibitory factor (LIF), a kind gift from T. Nakano (Osaka University, Japan). The chemical medium was applied to the culture samples for 2 days. Another small‐molecule cocktail, composed of 0.25 mm VPA, 5 μm FSK, 2.5 μm Tranyl, 2.5 μm dorsomorphin (DM; Sigma‐Aldrich, St. Louis, MO, USA), and 2.5 μm SB431542 (SB; Sigma‐Aldrich), was then applied for 1 day. This small‐molecule cocktail was also mixed in DMEM‐based medium as described above.

### Neuronal differentiation

After exposure to the small‐molecule cocktails, cells were cultured in differentiation medium consisting of DMEM/F‐12 (Wako Pure Chemical Industries), 25 μg·mL^−1^ insulin (Wako Pure Chemical Industries), 50 μg·mL^−1^ human transferrin (Sigma‐Aldrich), 30 nm sodium selenite (Sigma‐Aldrich), 20 nm progesterone (Sigma‐Aldrich), 100 nm putrescine (Sigma‐Aldrich), and 1% PS. For neuronal differentiation, the differentiation medium was further supplemented with 1 μm retinoic acid (RA; Sigma‐Aldrich), 10 μm FSK, 10 ng·mL^−1^ brain‐derived neurotrophic factor (BDNF; Wako Pure Chemical Industries), 10 ng·mL^−1^ glial cell‐derived neurotrophic factor (GDNF; Wako Pure Chemical Industries), and 50 μg·mL^−1^ ascorbic acid (Wako Pure Chemical Industries); this was defined as the neuronal differentiation medium (NDM). Before adding cells, the culture dishes were coated with 20 μg·mL^−1^ poly‐l‐ornithine (PLO; Sigma‐Aldrich) for 1 h at 37 °C, followed by treatment with 5 μg·mL^−1^ laminin (Sigma‐Aldrich) for 2 h at 37 °C. The cells were then seeded onto the coated dishes at a density of 5 × 10^4^ cells·cm^−2^. Half of the NDM was exchanged twice a week to maintain the cultures.

### Time‐lapse imaging

Time‐lapse fluorescent microscopy was performed using an IncuCyte ZOOM imaging system (Essen BioScience, Ann Arbor, MI, USA). Nestin‐EGFP MEFs were plated onto 0.1% gelatin‐coated 24‐well plates (Corning, NY, USA) at a density of 5 × 10^4^ cells·well^−1^. Medium was changed to the chemical medium the next day and then again after 3 days, as described above, using chem(all) conditions. For assessment and comparisons, samples with other chemical combinations [V, T, or chem(‐F)] and a control condition (without chemicals) were prepared. Fluorescent images were sequentially captured every 30 min for 70 h after applying the chemical medium. The captured area was 1.7 × 1.27 mm.

Wnt1‐Cre/EGFP MEFs were plated onto 0.1% gelatin‐coated 96‐well plates (Corning) at a density of 1 × 10^4^ cells·well^−1^. The next day, Wnt1‐Cre/EGFP MEFs were treated with small molecules in a step‐by‐step chemical treatment as described above. As a control, Wnt1‐Cre/EGFP MEFs were cultured with DMEM supplemented with 10% FBS, 1% NEAAs, and 1% PS for 3 days. To confirm the induction of neural crest‐like precursors from MEFs, these cells were replaced with neural crest maintenance medium for 1 week; this medium was comprised of the differentiation medium supplemented with 10 ng·mL^−1^ bFGF and 20 ng·mL^−1^ epidermal growth factor (EGF; Wako Pure Chemical Industries) 13. EGFP expression was monitored by fluorescence microscopy every day during the chemical treatment for the first 3 days and at day 10.

### Adipocyte differentiation

To induce adipocyte differentiation in chemical‐treated cells, the chemical medium on day 4 was replaced with differentiation medium supplemented with 10 μm FSK and 5 μm SB. The differentiation medium was changed every 2 days.

### Osteocyte differentiation

To induce osteocyte differentiation in the chemical‐treated cells, the chemical medium on day 4 was replaced with StemPro Osteogenesis differentiation medium (Thermo Fisher Scientific, Waltham, MA, USA). The differentiation medium was changed every 2 days. To confirm osteocyte differentiation, the samples were stained with Alizarin red solution (Wako Pure Chemical Industries). Briefly, the samples were fixed with 3.7% formaldehyde (Wako Pure Chemical Industries). After washing with distilled water four times, the samples were stained with 2% Alizarin red solution. The samples were then washed with distilled water four times and observed.

### Smooth muscle differentiation

To induce smooth muscle differentiation in the chemical‐treated cells, the chemical medium on day 4 was replaced with DMEM supplemented with 10% FBS, 1% NEAAs, 1% PS, and 10 ng·mL^−1^ transforming growth factor (TGF)‐β1 (Peprotech, Rocky Hill, NJ, USA). The differentiation medium was changed twice a week.

### Quantitative real‐time reverse transcription polymerase chain reaction (RT‐qPCR)

Total RNA was isolated from cells using a ReliaPrep RNA Cell Miniprep system (Promega, Madison, WI, USA). The purity and concentration of RNA were determined using a NanoDrop Lite spectrophotometer (Thermo Fisher Scientific). One‐hundred nanograms of total RNA was reverse transcribed to cDNA with a ReverTra Ace qPCR RT Kit (Toyobo, Osaka, Japan). RT‐qPCR was then performed using a 7900HT Fast Real‐Time polymerase chain reaction (PCR) System (Applied Biosystems, Foster City, CA, USA) with Thunderbird SYBR qPCR Mix (Toyobo). The expression values were normalized to *U36b4* expression and are shown as means ± standard deviations (SDs) of triplicate measurements. The primer sequences are listed in Table S1.

### Microarray analysis

Total RNA extracted from chemical‐treated MEFs and control MEFs on day 10 was used for microarray analysis. Total RNA (140 ng) was reverse transcribed and labeled with Cy3 using a Low Input Quick Amp Labelling Kit, One Color (Agilent Technologies, Tokyo, Japan) according to the manufacturer's protocol. Hybridization to the microarrays was performed using a Gene Expression Hybridization Kit (Agilent Technologies) according to the manufacturer's protocol. Expression profiling was performed with a SurePrint G3 Mouse GE microarray 8 × 60 K (Agilent Technologies). An Agilent DNA microarray scanner and Feature Extraction Software were used to determine the fluorescence intensities of spots on the microarray. Samples were run in triplicate. The obtained data were intra‐ and interarray normalized, and differentially expressed genes with *P* values of < 0.05 were detected using the limma package 14 in the R statistical computing environment. Gene ontology (GO) and KEGG pathway enrichment analyses were performed in the Database for Annotation, Visualization, and Integrated Discovery (DAVID) 15. Biological process GO terms having *P* values of < 0.01 and KEGG pathways having *P* values of < 0.05 were considered significant. All *P* values in GO and KEGG pathway enrichment analyses and differential expression analysis were corrected for multiple testing with the Benjamini–Hochberg method. The list of neural crest‐related genes used in Fig. 3G was extracted from the GO database (16; GO:0014032 and GO:0014033) with several genes added from the literature 17, 18. The list of neuron‐related genes used in Fig. 1C was also obtained from the GO database (GO:0030182 and GO:0048666). The microarray data were deposited in the NCBI Gene Expression Omnibus database, with accession number GSE78890 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=atijcawifrubdqd&acc=GSE78890).

**Figure 1:**
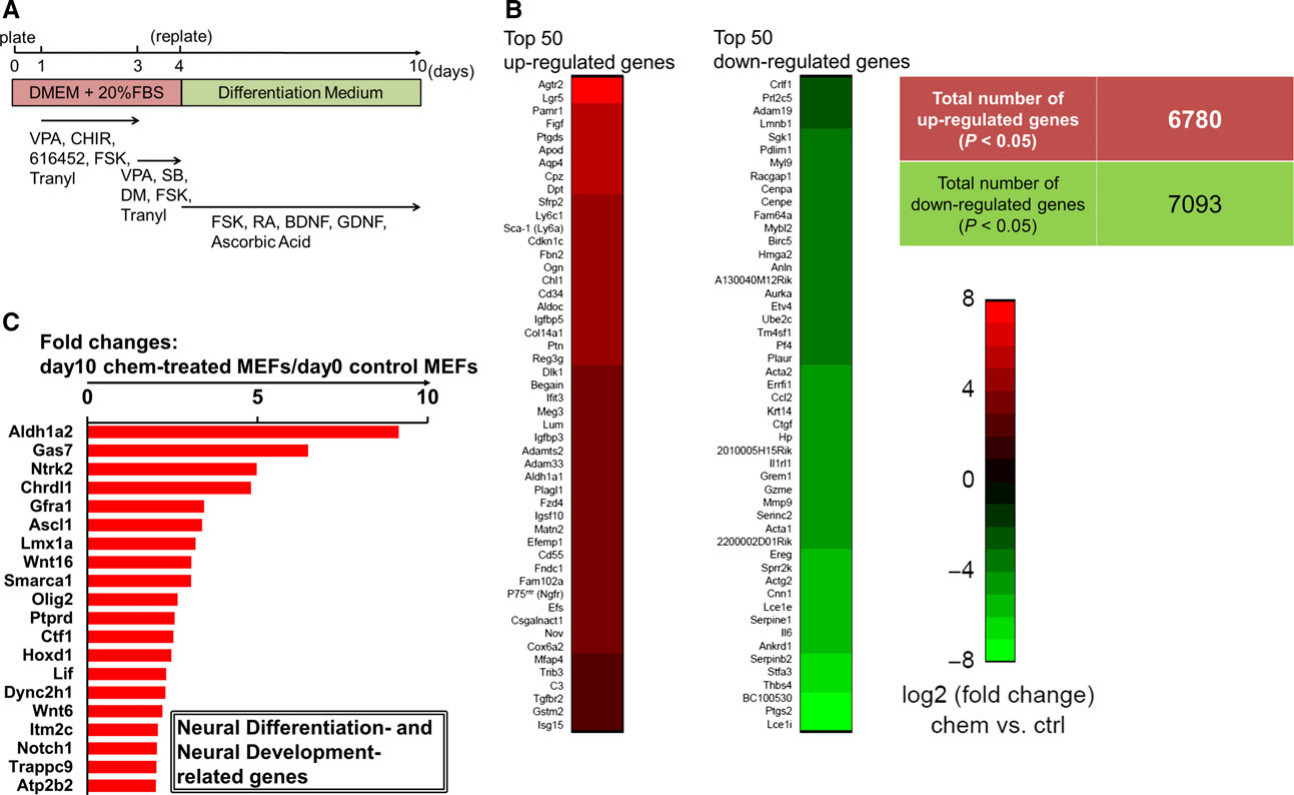
Microarray analysis of MEFs treated with small‐molecule compounds. (A) Scheme of the step‐by‐step induction method with small‐molecule cocktails. (B) Graphs of the top 50 upregulated and downregulated genes in the chemical‐treated sample (day 10) relative to those in the control sample. Upregulated and downregulated genes with *P* values of < 0.05 were sorted according to fold changes in gene expression levels. The total numbers of upregulated and downregulated genes are also shown. (C) Graph of the top 20 upregulated neural differentiation‐ and neural development‐related genes in chemical‐treated cells (day 10) relative to those in the control sample. Upregulated genes with *P* values of < 0.05 were sorted by fold change in gene expression.

### Immunohistochemical analysis

Immunohistochemical staining was performed as previously described 19. Primary antibodies were added and incubated overnight at 4 °C. The next day, cells were washed three times with 0.2% Tween‐20 and then incubated for 2 h at room temperature with secondary antibodies (anti‐mouse Alexa Fluor‐488 and anti‐rabbit Alexa Fluor‐555 [1 : 1000; Thermo Fisher Scientific]). The primary antibodies used in this study were as follows: mouse anti‐β‐III‐tubulin (TUJ1; 1 : 3000; Covance, Richmond, CA, USA 20), mouse anti‐microtubule‐associated protein 2 (MAP2; 1 : 1000; Abcam 20), rabbit anti‐NeuN (1 : 1000; Merck Millipore 20), rabbit anti‐tyrosine hydroxylase (TH; 1 : 500; Merck Millipore 21), rabbit anti‐synapsin‐1 (1 : 1000; Merck Millipore 20), rabbit anti‐peripherin (1 : 1000; Merck Millipore 22), rabbit anti‐α‐smooth muscle actin (SMA; 1 : 100; Abcam 23), and rabbit anti‐SRY‐box 10 (SOX10; 1 : 200; Abcam 24). For nuclear staining, 0.2 μg·mL^−1^ Hoechst 33342 (Dojindo Molecular Technologies, Kumamoto, Japan) was also added.

### Calcium imaging

Chemical‐treated MEFs were functionally examined using calcium imaging. Samples were labeled with 5 μg·mL^−1^ fluo‐4/AM (Thermo Fisher Scientific) for 30 min. After dye labeling, the medium was replaced with Ringer's solution (148 mm NaCl, 2.8 mm KCl, 2 mm CaCl_2_, 1 mm MgCl_2_, 10 mm HEPES, and 10 mm glucose; pH 7.4). Fluorescence was detected using an EM CCD camera and Metamorph software (*n* = 10 cells for each condition). For stimulation of neuronal cells, a high potassium solution (101.8 mm NaCl, 50 mm KCl, 2 mm CaCl_2_, 1 mm MgCl_2_, 10 mm HEPES, and 10 mm glucose; pH 7.4) was used. A frame rate of 2 frames·s^−1^ was used. The recorded signals were analyzed with imagej (National Institutes of Health; available at http://imagej.nih.gov/ij/). For detection of calcium spikes, a threshold of 0.1 for Δ*F*/*F* was used.

### Statistical analysis

All data are expressed as means ± SDs. For qPCR and calcium imaging experiments, statistical analyses were performed using two‐tailed unpaired *t*‐tests. For microarray experiments, statistical analyses were carried out as described above. Differences with *P* values of < 0.05 were considered statistically significant.

## Results

For application of small‐molecule compounds, we selected seven small molecules based on currently available reprogramming methods 8: VPA, CHIR, 616452, FSK, Tranyl, DM, and SB. VPA is a histone deacetylase inhibitor that improves cell reprogramming efficiency by combining with transcription factors 25, whereas CHIR is a glycogen synthase kinase 3 (GSK3) inhibitor that activates Wnt signaling and improves cell reprogramming efficiency 26. 616452, an inhibitor of TGF‐β type 1 activin‐like kinase receptor (ALK) 5, can replace the transcription factor SOX2 and enhance NANOG expression 27. FSK is a cAMP signaling activator that potentiates neuronal differentiation 28. Additionally, both FSK and Tranyl, a lysine‐specific demethylase 1 inhibitor, improve cell reprogramming efficiency 29. Finally, DM is a bone morphogenic protein (BMP) signaling inhibitor, and SB is an inhibitor of TGF‐β type 1 ALK4, ALK5, and ALK7. The combination of DM and SB can efficiently induce neuronal differentiation in human embryonic stem (ES) and induced pluripotent stem (iPS) cells 30. In this study, we treated the cells with a combination of VPA, CHIR, 616452, FSK, and Tranyl (VC6FT) for 2 days and a combination of VPA, DM, SB, FSK, and Tranyl (VDSFT) for an additional 1 day, followed by differentiation into neuronal cells in differentiation medium (Fig. 1A).

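Gene expression in mouse embryonic fibroblasts (MEFs), connective tissue cells grown out of minced mouse embryos, was measured with 1-color Agilent SurePrint G3 Mouse GE arrays. Each array carries 62976 spots of short DNA probes, Cy3-labeled material made from a sample's RNA binds to them, and the fluorescence of a spot reports the amount of its transcript. Of the 6 arrays, 3 held RNA of control MEFs and 3 held RNA of chemical-treated MEFs on day 10. The sample labels and Fig. 3F and 3G give day 0 for the control MEFs, whereas the methods text can be read as day 10 for both groups; the control MEFs are taken here as day 0. A difference between the groups therefore covers the compounds, the time in culture and any change of medium and dishes together. The paper states that samples were run in triplicate and does not state whether the triplicates were separate cultures, so the spread between the arrays of a group is reported as the spread between arrays. All 6 arrays lay on 1 slide, with the control MEFs in slide row 1 and the chemical-treated MEFs in slide row 2, so that the position on the slide and the treatment cannot be told apart.
The authors deposited the fluorescence intensities that Feature Extraction Software gave for each spot, after its subtraction of background within the array, and a table of intensities that are quantile-normalized between arrays. Here the processed signal of each spot was put on the log2 scale, and each array's 75th percentile over its noncontrol spots was subtracted. That percentile was an intensity of 256, 270 and 257 on the control arrays and 363, 350 and 349 on the chemical-treated arrays. Between 120 and 194 spots per array were left out because the software had marked them as outliers, and no spot was saturated. Spots of the same probe were averaged, which gave 55681 probes, of which 28331 received a gene symbol through their accession in the mouse annotation GRCm38.p6 and 27350 kept the accession. Where several probes had the same name, the probe with the highest mean signal over the 6 arrays stood for the gene, and 36717 genes or accessions were tested, of which 21367 had a symbol. The software marked 47.9%, 45.1% and 44.3% of the probes as well above background on the control arrays and 53.3%, 50.1% and 48.7% on the chemical-treated arrays. Over the 17715 genes well above background on all 6 arrays, the median absolute difference between arrays of the same group was 0.04 to 0.07 on the log2 scale, and that between arrays of different groups was 0.64 to 0.67. The groups were compared with limma, the package named in the methods, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested with a threshold of 0.05 and no limit on the fold change. The number of arrays, 3 per group, limits the precision of every value.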

We first performed a comparative gene expression analysis of chemical‐treated and control MEFs using global gene expression profiles measured by microarrays. 

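With limma, 8236 of the 36717 genes or accessions were higher in chemical-treated MEFs on day 10 than in control MEFs and 10493 were lower, together 51.0% of those tested. Among names with a gene symbol, 5483 were higher and 7105 lower. Restricted to the genes well above background on all 6 arrays, 5782 were higher and 8787 lower, whereas 1840 of the calls were for genes that neither group showed well above background on all of its arrays. Many of the changes were small: 2061 of the higher genes and 3142 of the lower genes changed by less than 1.5-fold, and 4397 and 4101 changed by at least 2-fold. Over the genes well above background on all 6 arrays, the median SD between the arrays of a group was 0.05 on the log2 scale. In 100% of the called genes, the lowest array of the higher group lay above the highest array of the lower group; the same held for 59.1% of all genes tested, and chance gives 10% for 3 arrays against 3.
The balance between higher and lower genes depended on how the arrays were scaled. With the 75th percentile of all noncontrol spots, 44.0% of the calls were higher and the median log2 fold change of all genes was -0.27. The 75th percentile over the spots detected on all 6 arrays gave 10586 higher and 7711 lower genes (57.9% higher) with a median of 0.01. Scaling by the median gave 6239 and 18258 (25.5% higher) with a median of -0.55, and scaling by the spike-in controls, a choice made after the data were seen, gave 5938 and 19755 (23.1% higher) with a median of -0.62. Quantile normalization gave 8913 higher and 9476 lower genes (48.5% higher) with a median of -0.03. The authors' value table, which is quantile-normalized, gave 8777 and 9396 (48.3% higher) with a median of -0.05. Leaving out each array in turn gave 7556 to 7914 higher and 9571 to 10174 lower genes.

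**Figure D1:**
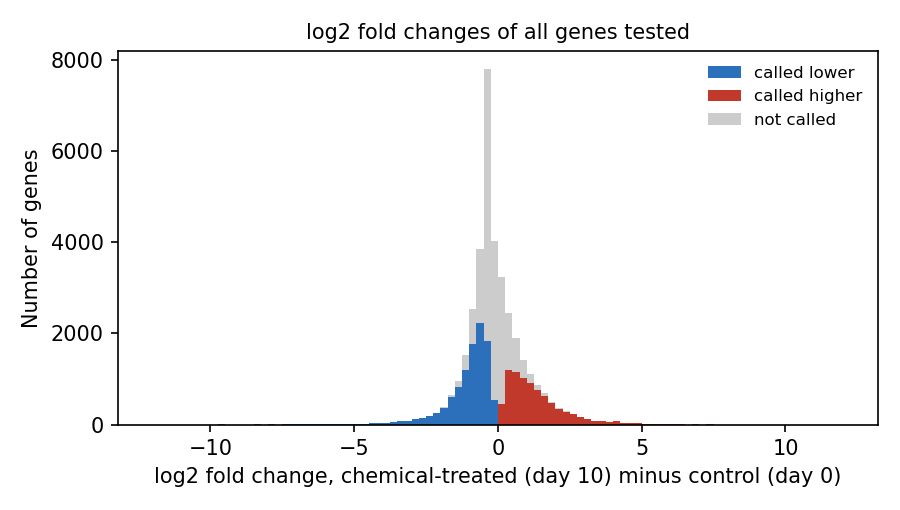
Histogram of the log2 fold changes of all 36717 genes or accessions tested, chemical-treated MEFs on day 10 minus control MEFs on day 0 (x axis), with the number of genes on the y axis; colors mark the 8236 called higher, the 10493 called lower and the genes not called. The peak lies below 0, where the median is -0.27 with the scaling by the 75th percentile, and moves with the scaling.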

From a global point of view, a total of 6780 upregulated and 7093 downregulated genes were identified (*P* < 0.05; Fig. 1B). Interestingly, the top 50 upregulated genes included neuron‐associated genes, such as *Agtr2*,* Lgr5*,* Ptgds*, and *Aqp4*. In contrast, the top 50 downregulated genes included cell cycle‐ and proliferation‐associated genes, such as *Ptgs2* and *Thbs4*, and the fibroblast‐associated *Acta2* gene. Furthermore, microarray‐based transcriptome analysis confirmed the upregulation of various neural differentiation‐ and development‐related markers (Fig. 1C). Thus, the small molecule‐based culture method strongly affected cell identity and specifically induced neural differentiation and development‐related genes.

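Each of the 4 genes was well above background on all 6 arrays, and every chemical-treated array lay above every control array. The signal of Agtr2, relative to the array's 75th percentile, was -1.79 ± 0.14 (SD, n = 3 arrays) on the log2 scale in control MEFs and 6.55 ± 0.05 (SD, n = 3) in chemical-treated MEFs, a log2 fold change of 8.35 (standard error 0.08, adjusted p = 1.34e-06 from limma). Lgr5 rose from -1.72 ± 0.05 to 5.71 ± 0.04 (SD, n = 3 each), a log2 fold change of 7.43 (standard error 0.05), and Ptgds from -2.62 ± 0.11 to 3.22 ± 0.02, a log2 fold change of 5.84 (standard error 0.07). For Aqp4 the log2 fold change was 5.24 (standard error 0.05), from -2.35 ± 0.06 to 2.89 ± 0.01; its other probe was well above background in chemical-treated MEFs only. The adjusted p of Lgr5, Ptgds and Aqp4 was the same as that of Agtr2. Over the alternatives, Agtr2 ranged from 7.84 to 8.62, and Aqp4 from 4.16 with background correction by normexp to 6.04 with the mean of its probes.
Sorted by fold change among the called genes well above background on all arrays of at least 1 group, Agtr2 was at rank 2, Lgr5 at 3, Ptgds at 23 and Aqp4 at 50. Among those well above background on all 6 arrays the ranks were 1, 2, 5 and 15, and the 5 largest rises with a symbol were Agtr2, Lgr5, Ly6h (6.95), Arhgap20 (6.17) and Ptgds. All 50 genes printed in the upper panel of Fig. 1B were called higher, over all genes tested and also adjusted over the list alone; the study chose this list on the same arrays, so the second count is not independent evidence. Their log2 fold changes ran from 2.48 to 8.35 with a median of 3.73.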

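Ptgs2, which encodes a cyclooxygenase, was at 4.56 ± 0.03 (SD, n = 3 arrays) on the scaled log2 signal in control MEFs and at -3.92 ± 0.13 (SD, n = 3) in chemical-treated MEFs, where 2 of 3 arrays showed it well above background. It fell by 8.48 on the log2 scale (standard error 0.07, adjusted p = 1.34e-06 from limma), and by 6.17 with background correction by normexp. Thbs4 was at 3.39 ± 0.004 in control MEFs and was not well above background on any chemical-treated array, so that only a bound can be given. The level of such a group was taken, per array, as the higher of the gene's own signal and the lowest signal among probes well above background, and with this level Thbs4 was at least 196-fold lower; over the alternatives the bound ran from 34.1-fold with normexp to 249-fold with spike-in scaling. Acta2, which encodes smooth muscle actin, was among the brightest genes in control MEFs, at 9.01 ± 0.02, and was still well above background in chemical-treated MEFs, at 4.46 ± 0.01 (SD, n = 3 each). It fell by 4.55 (standard error 0.04). For all 3 genes the arrays of the groups did not overlap.
Sorted by fold change among the called genes well above background on all arrays of at least 1 group, Ptgs2 was at rank 8, Thbs4 at 15 and Acta2 at 109. The rank of Thbs4 rests on its fitted value, not on the bound, and is therefore not exact. Other genes with only a bound, such as Lce1i and Serpinb2, also stand above Acta2 in this ranking. Acta2 was at rank 25 among the genes well above background on all 6 arrays, and at 36 of the first set with normexp. Among the largest falls measured on all 6 arrays were those of Il6 (fell by 6.41), Ankrd1 (fell by 6.20), Cnn1 (fell by 5.85) and Actg2 (fell by 5.76). Of the 50 names printed in the lower panel of Fig. 1B, 48 matched a gene tested here, and all 48 were called lower, also adjusted over the list alone, which the study chose on these arrays and which is therefore not independent evidence. Of these, 39 were well above background on all 6 arrays, with log2 fold changes from -6.41 to -3.10, 7 had only a bound and 2 were measured on part of the arrays of a group.

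**Figure D2:**
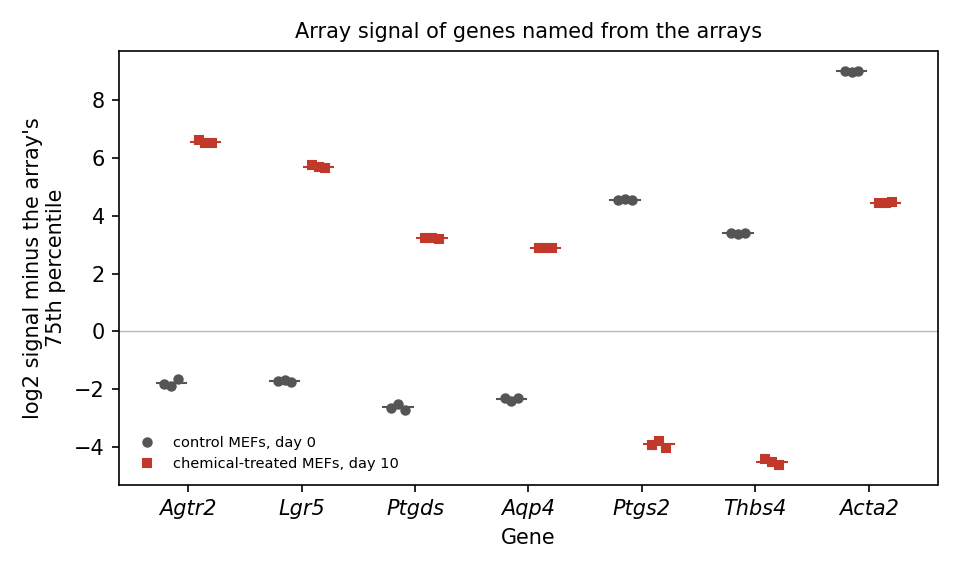
Signal on each array, as log2 signal minus the array's 75th percentile (y axis), of the 7 genes named from the upper and lower panels of Fig. 1B (x axis). Circles are the 3 control arrays (day 0), squares the 3 chemical-treated arrays (day 10), and short lines the group means. Agtr2 rises from -1.79 to 6.55 and Acta2 lies at 9.01 and 4.46; the chemical-treated points of Thbs4 are not well above background.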

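All 20 genes printed in Fig. 1C were called higher in chemical-treated MEFs by limma over all genes tested, and 20 also adjusted over the list alone; the list was chosen on these arrays, so this is not independent evidence. In each of them the 3 chemical-treated arrays lay above the 3 control arrays, and 18 rose by at least 2-fold. The 13 genes well above background on all 6 arrays had log2 fold changes from 0.70 (Itm2c) to 3.26 (Aldh1a2). Aldh1a2, a retinaldehyde dehydrogenase, went from -0.64 ± 0.11 to 2.62 ± 0.02 (SD, n = 3 arrays each; standard error 0.07, adjusted p = 3.33e-06 from limma), Gas7 rose by 2.82 and Ntrk2 by 2.44. Of the 3 probes of Ntrk2, only this 1 was well above background in both groups.
For 5 genes the control MEFs gave no signal well above background, and only a bound can be stated: Chrdl1 was at least 10.9-fold higher, Lmx1a at least 4.12-fold, Wnt6 at least 2.95-fold, Olig2 at least 2.37-fold and Hoxd1 at least 2.26-fold. These bounds depend on the processing and were lowest with normexp, whose offset shrinks folds of dim genes: 3.12, 1.73, 1.50, 1.37 and 1.33 in the same order. Atp2b2, well above background on 1 of 3 control arrays, had the weakest support of the list. Its log2 fold change was 1.93 with an adjusted p of 0.0374, its control arrays had an SD of 1.09, its other probe was well above background on no array, and it was no longer called with quantile normalization, the authors' value table, the mean of its probes, the replicate number as a block, or 4 of the 6 arrays left out in turn. Notch1 rose by 1.46; its other probe was well above background on no array, and with the mean of both it was not called.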

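The values behind this statement are the counts of genes that differed, the genes at the top of each ranking and the neural genes of Fig. 1C. The paper first gives the numbers of upregulated and downregulated genes. It then points to neuron-associated genes among the largest rises, and to proliferation-associated genes and the fibroblast-associated Acta2 among the largest falls. It adds the 20 neural differentiation- and development-related genes, which it had taken from gene ontology terms and sorted by fold change. From these, the paper concludes that the culture method changed the identity of the fibroblasts strongly and specifically switched on genes of neural differentiation and development. The arrays compare chemical-treated MEFs on day 10 with control MEFs before treatment, and genes of other lineages were not part of Fig. 1C.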

### Neural differentiation from chemical‐treated MEFs

Next, we attempted to identify the neuronal differentiation capability of the chemical‐treated MEFs. As expected, these cells were positive for TUJ1, synapsin‐1, MAP2, and NeuN at several days after treatment (Fig. 2A), indicating that the chemical treatment protocol caused induction of neuronal cells. In addition, RT‐qPCR analysis showed that the expression levels of typical marker genes for neuronal lineages, such as *Ascl1*,* Brn2*, and *Map2*, were significantly elevated in the induced cells, in contrast with those in untreated cells (Fig. 2B). Incidentally, there were no MAP2‐positive neurons generated without chemical treatment from control MEFs (Fig. 2C).

**Figure 2:**
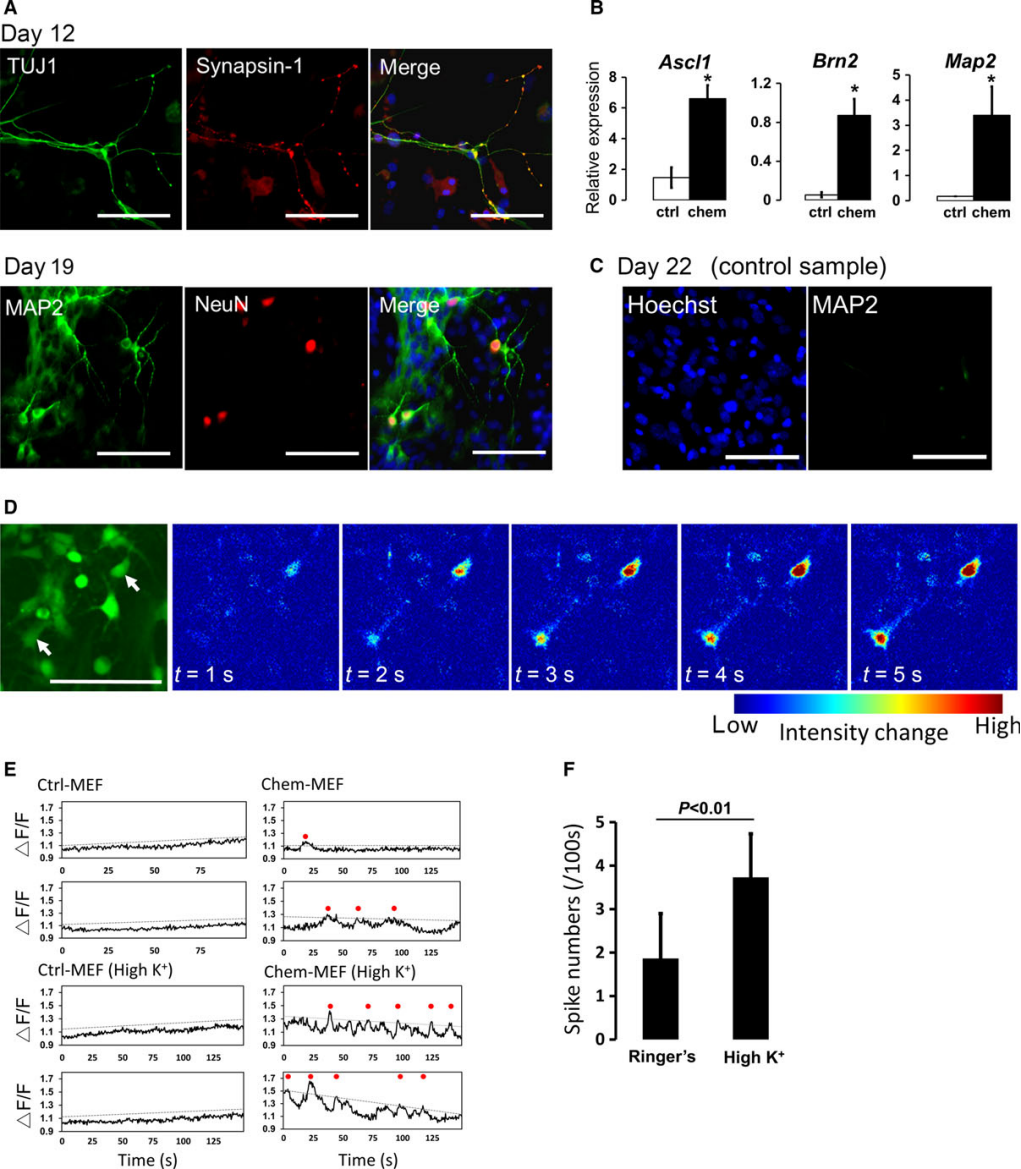
Generation of neuronal cells by brief exposure to small‐molecule compounds. Immunohistochemical staining of chemical‐treated MEFs showing TUJ1 and synapsin‐1 on day 12 and MAP2 and NeuN on day 19 (A). (B) qPCR analysis of *Ascl1*,* Brn2*, and *Map2* genes in control and chemical‐treated cells on days 12 and 13. The expression value of each target gene was normalized to that of *U36b4*. (C) MAP2‐positive cells were not detected in control samples. The day 4 MEFs (without chemicals) were transferred to PLO/laminin‐coated plates and cultured in neural differentiation medium until day 22. (D) Spontaneous calcium transients in the induced neuronal cells on day 16. Left: the induced neuronal cells labeled with the calcium indicator fluo‐4. Right: fluorescent intensities in the left panel. Two independent neuronal cells (marked with white arrows) exhibited spontaneous calcium transients. (E) Typical traces of intracellular calcium transients in the control and induced neuronal cells. Traces of two cells for each condition are presented. The induced neuronal cells showed distinct calcium activities that could be enhanced by application of concentrated potassium saline. Dotted lines and red circles indicate calculated thresholds for each trace and calcium spikes exceeding each threshold, respectively. (F) Bar graphs show the effects of applying 50 mm potassium saline to the induced neuronal cells. Scale bar: 100 μm. *P < 0.05.

We also confirmed the neuronal activities of the generated cells using calcium imaging. Notably, no distinct spontaneous activity was detected in the control samples (Movie S1). In contrast, spontaneous calcium transients with onset and decay occurring within 20 s were observed in the chemical‐treated cells (Fig. 2D, Movie S2). Traces of calcium transients in selected cells (arrows in Fig. 2D) are shown in Fig. 2E. Analysis of the calcium activity in the chemical‐treated cells revealed significantly increased activity following application of 50 mm potassium (High K^+^) saline solution compared with that in Ringer's solution (Fig. 2E,F). Notably, the induced neurons exhibited spontaneous calcium activity having a certain duration, which was relatively slow for central nervous system (CNS) neurons (within several seconds), but consistent with PNS neurons 31. Thus, the generated neurons were thought to be peripheral neurons.

### Chemical compounds induced the transdifferentiation of MEFs into neural crest‐like lineages

To investigate the induction process involved in neuron generation, we focused on marker gene expression during this process. The *Nestin* gene is known to be expressed in neural progenitor cells and neural crest stem cells 32, 33. Therefore, we first examined changes in EGFP fluorescence in MEFs that specifically expressed EGFP under the control of the neural promoter/enhancer of the *Nestin* gene (Nestin‐EGFP MEFs, 9; Fig. 3A). The area of EGFP‐positive cells and the intensity of the fluorescence were significantly increased after 70 h in chemical‐treated cells. Notably, MEFs intrinsically include a small population of EGFP‐positive cells (0.5–1%). After chemical treatment, EGFP‐positive cells increased to 3.7% ± 0.7%. Analysis of video recordings showed that the increased fluorescence could be explained by proliferation of EGFP‐positive cells, elevation of EGFP expression levels, and the new appearance of EGFP‐positive cells (Movies S3 and S4). We also analyzed changes in fluorescence with several treatment patterns, as summarized in Fig. 3B. The fluorescent area of chemical‐treated samples was normalized to that of the control sample at each time point, allowing us to determine the fold change at each time point. Notably, the EGFP‐positive regions gradually increased to more than four times the area of the control. However, when the MEFs were exposed to other chemical combinations, such as V, T (VPA and Tranyl), or chem(‐F) (VPA, CHIR, 616452, and Tranyl) for 70 h, distinct increases in EGFP‐positive cells were not observed. These data indicated that our proposed chemical pattern effectively induced *Nestin*‐positive neural stem cells or neural crest cells during the early stages of cell fate determination.

**Figure 3:**
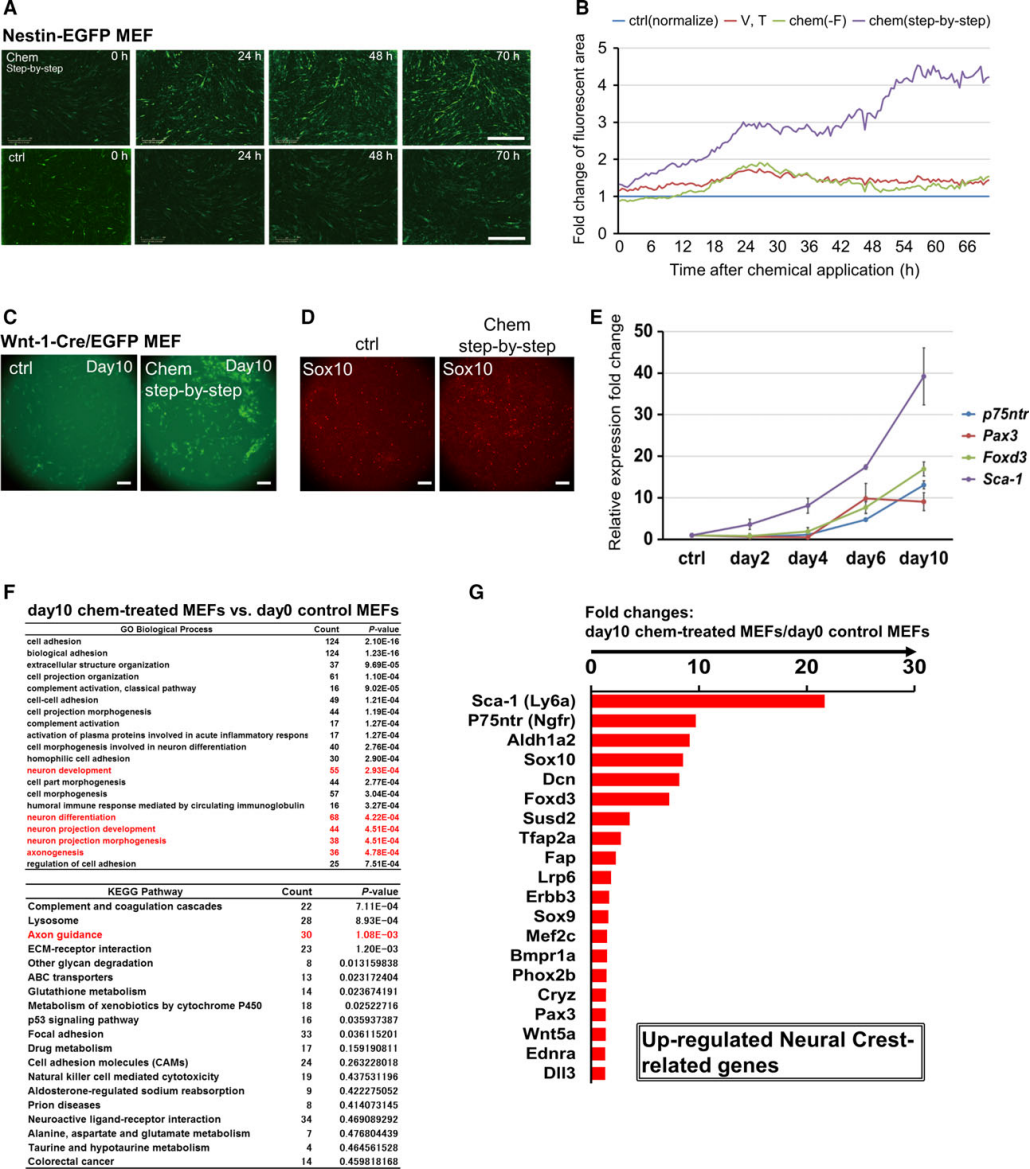
Analysis of small‐molecule compound‐based neural crest‐like precursor induction processes. (A) Time‐lapse fluorescent image series of GFP fluorescence derived from the Nestin‐EGFP MEFs in control (without small‐molecule treatment) and chemical‐treated samples. (B) Time series analysis of Nestin‐EGFP MEFs with application of several small‐molecule treatment patterns. Fold changes in the fluorescent area in chemical‐treated cells during a 70‐h period are shown. The Nestin‐EGFP MEFs were exposed to four chemical combinations [ctrl: without chemicals; V, T: VPA and Tranyl; chem(‐F): VPA, CHIR, 616452, and Tranyl; chem (step‐by‐step)]. Time courses of the GFP‐positive areas in the three chemical conditions were normalized to that of the control condition. (C) Fluorescent images of GFP fluorescence derived from the Wnt1‐Cre/EGFP MEFs in control (without small‐molecule treatment) and chemical‐treated samples at day 10. (D) Increase in SOX10‐positive cells (red) in the chemical‐treated samples in contrast to the control samples on day 10. The control samples were maintained in DMEM‐based medium for the first 4 days and then in neural crest maintenance medium until day 10. (E) Time series changes in the expression levels of neural crest‐related genes in chemical‐treated MEFs. The expression level of each target gene was normalized to that of the control sample. (F) Functional annotation of upregulated genes in the chemical‐treated sample (day 10) relative to those in the control sample by GO and KEGG pathway analysis. Top 20 gene categories, gene numbers, and *P* values are shown. Red font indicates neural differentiation‐ and development‐related categories. (G) Graph of the top 20 upregulated neural crest‐related genes in the chemical‐treated cells (day 10) relative to those in the control sample. Upregulated genes with *P* values of < 0.05 were sorted by fold change in gene expression. Scale bar: 100 μm.

Moreover, we monitored EGFP fluorescence using MEFs derived from double transgenic mice harboring EGFP with *Wnt1* gene regulatory regions (Wnt1‐Cre/EGFP MEFs) 7, 8, 9 to examine whether the induced cells were neural crest cells. The Wnt signaling pathway is involved in early specification of SOX10‐ or paired box 3 (PAX3)‐positive neural crest cells during the embryonic stage 24. Similar to those in Nestin‐EGFP MEFs, Wnt1‐Cre/EGFP MEFs also intrinsically include a small population of EGFP‐positive cells. Although the number of EGFP‐positive cells and the intensity of pre‐existing EGFP‐positive cells were the same as those in controls during the 72‐h chemical treatment, the fluorescence was dramatically increased after continuous culture in neural crest maintenance medium at day 10 (Fig. 3C). After the chemical treatment, the rate of EGFP‐positive cells increased to 9.4% ± 4.5%. To evaluate whether the induced cells were neural crest‐like precursors, we examined SOX10 expression by immunohistochemical staining. The number of SOX10‐positive cells increased about twofold in step‐by‐step chemical treatment compared with that in the control samples (Fig. 3D). We also examined double staining of Wnt1 and SOX10 and confirmed that about 40% of EGFP‐positive cells were positive for SOX10 (Fig. S3). These results indicated that the chemical treatment drove *Nestin* gene expression, induced *Wnt1* gene expression, and caused MEFs to develop into SOX10‐positive neural crest‐like precursors.

As described above, Nestin‐EGFP and Wnt1‐Cre/EGFP MEFs intrinsically included a small population of weakly EGFP‐positive cells at the start of each experiment. Moreover, the induced neural crest‐like cells already lost the capacity for self‐renewability in the conventional neural crest maintenance medium (data not shown), showing downregulation of cell cycle‐ and proliferation‐associated genes, such as *Ptgs2* and *Thbs4* (Fig. 1B). Thus, these data suggested that the positive expression status of some of neural crest markers, such as Sca‐1, P75NTR, and Sox10, in response to our chemical treatment indicated the transient move toward the neuronal differentiation.

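Besides Ptgs2 and Thbs4, the lower panel of Fig. 1B prints genes that act in mitosis and chromosome segregation. Of these, 8 were picked for this paragraph from the panel after their values had been seen, and each was well above background on all 6 arrays and lower on every chemical-treated array than on every control array. Ube2c fell by 3.84 on the log2 scale (standard error 0.04), Anln by 3.803, Aurka by 3.78, Birc5 by 3.76, Cenpe by 3.49, Cenpa by 3.37 and Racgap1 by 3.35. Mybl2 fell by 3.62, and by 3.47 with the other of its probes that was well above background. All 8 were called lower by limma with every processing alternative tried, which moved Ube2c between -4.19 and -3.45. The arrays measured the cells on day 10, and the array methods do not name the medium the cells were in. The loss of self-renewal in neural crest maintenance medium was therefore not analysed here.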

Based on the above results, we performed a time series RT‐qPCR profiling experiment using the induced cells on days 0 (as a control), 2, 4, 6, and 10 with step‐by‐step chemical treatment. The expression levels of neural crest markers, including *P75* ^*ntr*^ (also known as *Ngfr*), *Pax3*,* Foxd3*, and *Sca‐1* (also known as *Ly6a*) 23, 34, were significantly elevated (Fig. 3E and Fig. S1). Interestingly, the expression levels of CNS neural stem cell markers, including *Pax6* and *Sox2* 35, were not elevated during the chemical treatment (Fig. S2). Additionally, GO and KEGG pathway enrichment analyses for upregulated genes measured by microarrays are shown in Fig. 3F. These analyses revealed that several affected terms and pathways were related to neural differentiation and development. Specifically, microarray‐based transcriptome analysis confirmed the upregulation of various neural crest‐related markers (Fig. 3G). 

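Of the 20 genes printed in Fig. 3G, 19 were called higher in chemical-treated MEFs by limma over all genes tested, and 19 also adjusted over the list alone, which was chosen on these arrays and is not independent evidence. The change was at least 2-fold in 11 of those that were well above background in at least 1 group. Among the 17 genes well above background on all 6 arrays, the largest rise was that of Ly6a, which encodes the surface protein Sca-1, from 2.84 ± 0.03 to 6.83 ± 0.02 (SD, n = 3 arrays each), a log2 fold change of 3.98 (standard error 0.04, adjusted p = 1.34e-06 from limma). Sox10 went from -0.34 ± 0.08 to 2.79 ± 0.01, a log2 fold change of 3.13 (standard error 0.05, adjusted p = 2.22e-06). Foxd3 rose by 3.18, Ngfr, the gene of P75NTR, by 3.02, Susd2 by 2.35, Dcn by 2.34 and Tfap2a by 1.62.
The smallest rises depended on the scaling of the arrays, with which all genes move together. Wnt5a was 0.12 higher (adjusted p = 0.0456), which is 0.38 above the median of all genes. With scaling by the median it was called lower, at -0.17, with spike-in scaling it was at -0.23, and it was not called with any 1 of the 6 arrays left out, the mean of its probes or the replicate number as a block. Ednra (0.28, or 0.55 above the median of all genes) was at 0.00 with scaling by the median and at -0.07 with spike-in scaling, and Cryz (0.29, likewise 0.55 above the median) was at 0.01 and -0.06. Bmpr1a (0.41) stayed above 0 but was not called with either scaling, and Pax3 (0.49) was not called with spike-in scaling. Another probe of Pax3, well above background on 1 of 3 control arrays, gave 1.25. Other settings raised these genes, to at most 0.48 for Wnt5a, 0.56 for Ednra, 0.57 for Cryz, 0.69 for Bmpr1a and 0.87 for Pax3. Each of them was still called higher with quantile normalization, normexp and the authors' value table. Dll3 was the gene not called, with a log2 fold change of 0.29 (adjusted p = 0.285); its other probe, well above background in chemical-treated MEFs only, was called higher, as was the mean of both probes, at 1.27. Mef2c was at least 2.26-fold higher (1.22-fold with normexp, where the bound was lowest) because no control array showed it well above background, and Erbb3 was well above background in neither group, so that no fold is given for it.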

Taken together, our data demonstrated that the step‐by‐step protocol induced a fraction of neural crest‐like precursors in MEFs.

### Chemical‐treated MEFs differentiated into neural crest derivatives

To confirm the differentiation capacity of the induced neural crest‐like precursors, we examined whether the induced cells could differentiate into peripheral neurons, adipocytes, osteocytes, and smooth muscle cells, which are characteristic lineages of neural crest‐derived cells 23. As expected, most TUJ1‐ or MAP2‐positive cells coexpressed peripherin (Fig. 4A), indicating that induced neurons were predominantly peripheral neurons. Interestingly, several MAP2‐positive cells coexpressed the gene encoding TH, which is a marker of sympathetic neurons in peripheral neurons on day 35 (right panels in Fig. 4A). Additionally, after 1 week of culture in adipose differentiation medium, lipid droplet‐like structures were observed (Fig. 4B), and the expression levels of the adipocyte marker (*Adipoq*) and fatty‐acid‐binding protein 4 (*Fabp4*) were elevated (Fig. 4C). For osteocyte differentiation, differentiated osteocytes were monitored by Alizarin red staining (Fig. 4D). Finally, smooth muscle cell differentiation was observed by analysis of αSMA expression (Fig. 4E). Taken together, these findings suggested that step‐by‐step chemical treatment rapidly and transiently induced neural crest‐like precursors.

**Figure 4:**
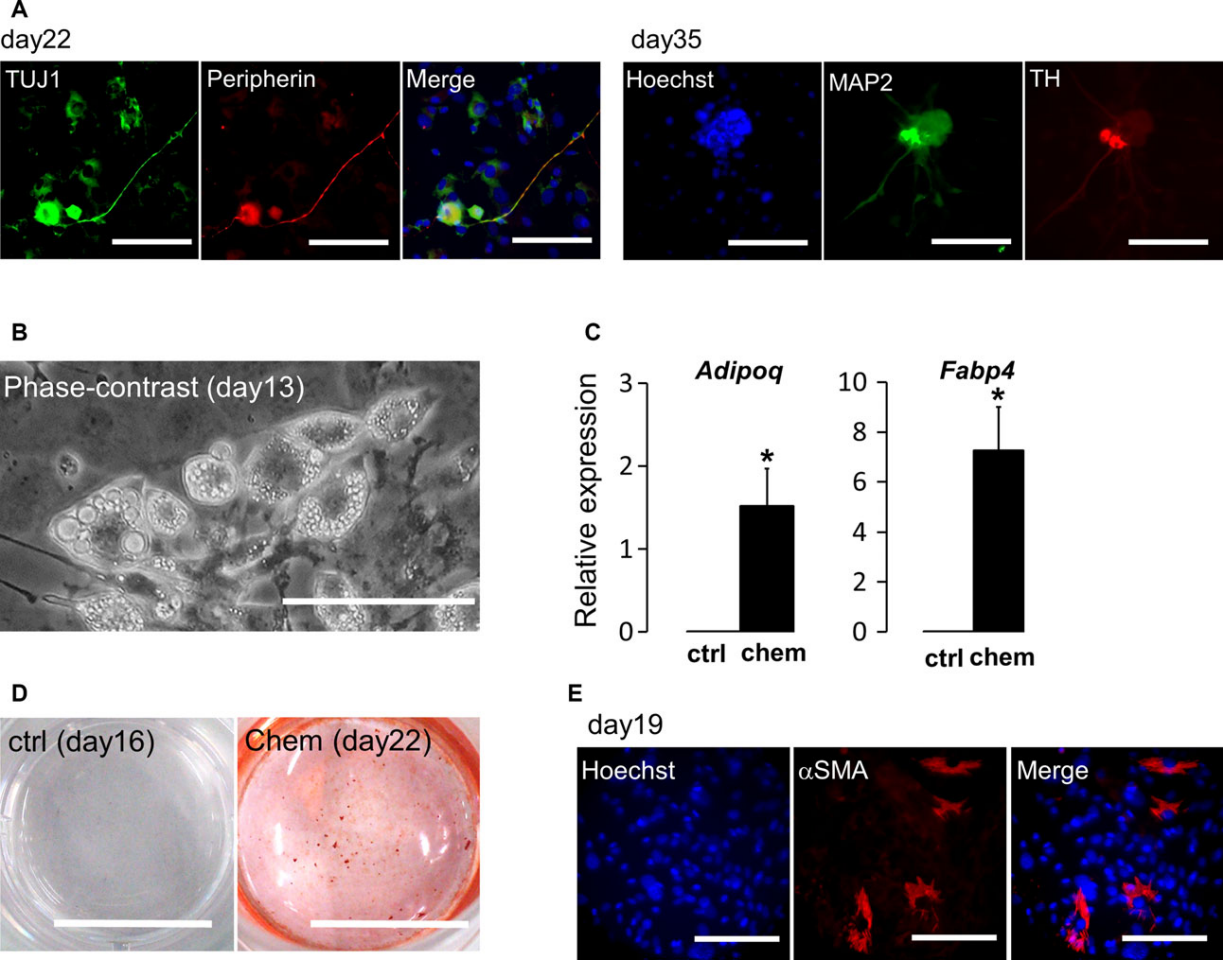
Differentiation from neural crest‐like precursors. (A) Induction of peripheral neurons was confirmed by immunohistochemical staining for TUJ1, peripherin, and TH. Scale bar: 100 μm. (B) Adipocyte differentiation was confirmed by cell morphology (including the presence of lipid‐like droplets) and marker gene expression. (C) Analysis of the expression levels of adipocyte marker genes (*Adipoq* and *Fabp4*). Scale bar: 100 μm. (D) Osteocyte differentiation was confirmed by Alizarin red staining. Alizarin red‐positive cells were detected in chemical‐treated cells on day 22. Scale bar: 10 mm. (E) Smooth muscle differentiation was confirmed by immunohistochemical staining for αSMA in chemical‐treated cells on day 19. Scale bar: 100 μm. *P < 0.05.

## Discussion

In this study, we evaluated the mechanisms through which neural crest‐like cells are induced following exposure to the proposed step‐by‐step chemical cocktails. Hou *et al*. reported that the combination of VPA, CHIR, 616452, FSK, and Tranyl significantly induced pluripotency‐related genes in fibroblasts 8, suggesting that brief exposure to these small‐molecule cocktails induced partial reprogramming of cells. However, the combination of a GSK3 inhibitor, a TGF‐β/activin/nodal inhibitor, and a BMP inhibitor has been shown to be useful for induction of neural crest lineage cells from ES or iPS cells 17, 36. In these reports, CHIR and (2′Z,3′E)‐6‐bromoindirubin‐3′‐oxime (BIO) were used as GSK3 inhibitors, SB was used as an inhibitor of TGF‐β/activin/nodal, and LDN‐193189 and Noggin were used as BMP inhibitors. For the small molecules used in this paper, VPA, FSK, and Tranyl are thought to function in partial reprogramming or as a supportive reagent 25, 28, 29. Furthermore, other small molecules (the GSK3 inhibitor CHIR, the BMP inhibitor DM, and the TGF‐β/activin/nodal inhibitor SB) are used for inducing NCCs from ES or iPS cells, as described above. Based on this knowledge, we believe that our chemical treatment protocol partially reverted MEFs to a pluripotent state by affecting VPA, FSK, and Tranyl; additionally, the regulation of cellular fate to the neural crest lineage was affected by CHIR, DM, and SB. Moreover, our proposed culture conditions may simultaneously facilitate selective expansion and proliferation of naïve neural crest cells that are intrinsically present in the obtained tissues. In either case, our proposed protocol is useful for obtaining neural crest‐like precursors and their derivatives.

Gene delivery techniques are commonly used for cell reprogramming and conversion. However, the drawbacks of viral transduction, including integration of exogenous genes into the target cells, may limit the application of virus‐based methods in therapeutic approaches. Here, we proposed a method for treatment of cells with small‐molecule cocktails and confirmed the generation of peripheral neuronal cells from somatic cells. Although small molecule‐based induction of specific cell types has been recently reported for neurons 37, 38, 39, pancreatic cells 40, and Schwann cells 41, induction of neural crest‐like precursors and its derivatives have only been reported using a *Sox10* gene‐transfer method 42. One of the most important features of step‐by‐step chemical treatment is the rapid treatment protocol. We could induce MAP2‐positive neuronal cells from somatic cells within 10 days, in contrast to chemically iPS cells, which required over 1 month 8. Rapid production of neurons is a key factor required for cell transplantation and regenerative medicine and is necessary to avoid inflammation, which may induce glial scars and inhibit neuroregeneration 43, 44. On the other hand, the induction rate in the experiments is rather low efficiency for further application. Differentiation, transdifferentiation, and reprogramming efficiency depend on many unknown factors, such as cell identity, including cell cycle status, circadian, and epigenetics, as well as the heterogeneity of MEFs. By identifying the mechanisms involved in the process with small molecules, we will increase the induction efficiency. Therefore, we anticipate that modified methods for inducing human peripheral neurons and other neural crest derivatives using small molecules only will be developed in the near future to improve therapeutic approaches.

## Conclusion

Here, we performed a step‐by‐step treatment of small‐molecule cocktails to induce neuronal cells from somatic cells. We observed the generation of MAP2‐ and NeuN‐positive neurons from MEFs. Gene expression profiling revealed that the small‐molecule treatment induced neural crest‐like precursors; thus, the induced neurons were neural crest‐derived PNS neurons. Small molecules have significant advantages in terms of cell permeability, nonimmunogenicity, and ease of handling using standardized protocols. Thus, our induction method in mouse cells is a safe, promising approach that may contribute to the development of therapeutic applications in human cells. On the other hand, our step‐by‐step induction method includes the use of various epigenetic and signaling modulators, and its complex interactions. Thus, in the present, we cannot rule out the potent risks of various cell damages, senescence, or cancerization. Ensuring the safety and viability of induced cells with the use of other simplified combinations of small molecules will be required for further therapeutic applications.

## Author contributions

YT and YSK conceived the study. YT, TW, Y Saito, and YSK wrote the manuscript. YT and TW performed the experiments. HK and Y Shibuya prepared MEFs. HK performed the microarray experiments. YT, Y Saito, and YSK analyzed the microarray data. SS, WA, and HO contributed reagents and discussions.

## Supporting information

**Fig. S1**. Raw data for qPCR analysis of target genes in control and chemical‐treated MEFs. The expression value of each target gene was normalized to that of *U36b4*. *P < 0.05. Click here for additional data file.

**Fig. S2**. Time series changes in the expression levels of the neural stem cell marker genes *Pax6* and *Sox2* in chemical‐treated MEFs. The expression level of each target gene was normalized to that of the control sample. For comparison, the mRNA expression levels in the adult mouse brain are also shown. n.d., not detected. Click here for additional data file.

**Fig. S3**. Fluorescent images of GFP fluorescence (green), SOX10 (red), and cell nuclei (blue) in the chemically treated Wnt1‐Cre/EGFP MEFs at day 10. Scale bar: 100 μm. Click here for additional data file.

**Table S1**. qPCR primer sequences. Click here for additional data file.

**Movie S1**. Imaging of the calcium indicator fluo‐4 in the control sample for 100 s on day 21. Images were captured at a rate of 2 frames·s^−1^. Click here for additional data file.

**Movie S2**. Imaging of the calcium indicator fluo‐4 in the chemical‐treated sample for 100 s on day 21. Images were captured at a rate of 2 frames·s^−1^. Click here for additional data file.

**Movie S3**. Time‐lapse fluorescent imaging of control Nestin‐EGFP MEFs during the 70‐h period. Images were captured every 30 min. Click here for additional data file.

**Movie S4**. Time‐lapse fluorescent imaging of chemical‐treated Nestin‐EGFP MEFs during the 70‐h period. Images were captured every 30 min. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

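RNA of 3 samples of control MEFs (day 0 in the sample labels and in Fig. 3F and 3G) and 3 samples of chemical-treated MEFs on day 10 was measured on 6 1-color Agilent arrays of 1 slide. The authors labeled the RNA with Cy3, scanned the arrays and ran Feature Extraction Software, which subtracts the background of each spot and corrects for trends within the array. They deposited 1 scanner table per array, whose values are spot intensities on a linear scale that are not normalized between arrays. They also deposited a table of normalized intensities, with 0 columns left unused here. Set against the scanner tables, it holds linear intensities that were quantile-normalized between arrays; the methods text says only that data were normalized within and between arrays.
From the scanner tables, the processed signal was put on the log2 scale and the 75th percentile over the 59305 noncontrol spots of the array was subtracted. Spots marked as nonuniform or as population outliers were left out. Spots of the same probe were averaged, and probes were named by their accession, without its version, through the reference table of GRCm38.p6; probes whose accession was not matched kept it as their name. The probe with the highest mean over all arrays stood for each name. Of the names tested, 10032 had several probes, and for 421 called genes another probe was called in the opposite direction, where both probes were well above background on all arrays of at least 1 group. Signal over background limits what can be read from each gene. A fold change against a group without any array well above background is given as a bound, and no fold is given where neither group was well above background. No positions in the genome are given, because the array design and the reference table use different builds.
Groups were compared with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with the group as the only term, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The text names genes that the paper names or prints in Fig. 1B, 1C and 3G and genes among the 5 largest rises and 5 largest falls of called genes well above background on all 6 arrays; genes of hand-written lists are named in the closing section only. Some of these genes are counted in the totals but are not reported here on their own, and neither is their comparison with the figures. There were 11 such lists of marker genes, written before the scanner tables were examined: proliferation, contractile and serum response, interferon response, macrophage, neural crest and Schwann cell, pericyte and fibroblast matrix, neuronal, retinoic acid response, cyclic AMP response, skeletal muscle and adipocyte. They were tested with camera at a preset correlation between genes of 0.01, adjusted over the 11 lists, and again with the correlation estimated from the data and with fry.
The comparison was tested on simulated data made for the 36711 genes with values on all 6 arrays, with 200 genes changed between 3 arrays and 3. At a simulated log2 change of 1, 44.5% of the changed genes were recovered with 12 false calls and a mean estimate of 1.00. At a change of 0.5, 18.5% were recovered with 2 false calls, and at 0.25 it was 0%. In the data 51.0% of the genes tested were called, so the Benjamini-Hochberg cutoff on p was less strict there. The recovered shares therefore do not give the power of the real comparison. Of 200 simulated lists without a change, 4% fell below the threshold. The simulated noise was drawn separately for each gene, so this share does not test the effect of correlation between genes.
Alternatives set before the data were examined were quantile normalization, the 75th percentile over detected spots, scaling by the median, the authors' value table, leaving out dim probes, keeping outlier spots, the mean of all probes of a gene, each probe on its own, eBayes with trend and robust settings, a 2-fold limit, unadjusted p-values, the replicate number as a block and leaving out each array in turn. Background correction by normexp with an offset of 50, followed by quantile normalization, was planned on mean spot signals and was run on median spot signals, the column that the scanner tables used here hold. Scaling by the spike-in controls was added after the data were seen. The gene ontology and pathway analysis of Fig. 3F was not analysed here, and no gene list was tested that had to be read from a picture; such lists were only counted gene by gene.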

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

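Of the tests in this part, those of array scaling and of the spike-in controls were chosen after the results had been seen; the tests of macrophages and of interferon signaling were set before the values of these lists were seen, but after the overall counts and some of the named genes had been seen. The limits by which the matrix list and the spike-in controls were judged were also set after their values had been seen.
Genes of macrophages, which the paper does not discuss, were higher in chemical-treated MEFs. The list had 15 genes on the array, none of them in Fig. 1B, 1C or 3G, and all were well above background in both groups, so macrophage transcripts were already present in control MEFs. The median log2 fold change was 0.93, 13 genes were called higher and 0 lower, with 13 also higher adjusted over the list alone (camera, adjusted p = 3.45e-08). The genes named beforehand as abundant all rose: Lyz2 rose by 0.72, Tyrobp by 0.85, Fcer1g by 1.299, Cd68 by 0.60 and C1qa by 0.58. Lyz1 (0.09, adjusted p = 0.24) and Cd14 (0.06, adjusted p = 0.373) were not called. Array scaling as the cause is argued against by the lowest median over the scalings, 0.58, although 2 of the 15 genes were called lower with scaling by the median or by the spike-in controls. A larger share of macrophages among the cultured cells is consistent with the 13 genes called higher, as a hypothesis. Higher expression per cell stays open. The list median lay 1.198 above the median of all genes, and at least 1.015 above it over the settings. This argues against a row of the slide that shifts all spots alike. An effect of the row that differs between probes stays open, because the row cannot be told apart from the treatment. With the correlation between genes estimated from the data the adjusted p was 0.0587, and with fry it was 4.73e-07.
Genes of the interferon response, also not discussed, rose together. Of 14 genes, 12 were on the array, 2 of them printed in the figures, and 12 were called higher and 0 lower, also adjusted over the list alone, with a median log2 fold change of 1.93 (camera, adjusted p = 6.23e-08; 0.0587 with the estimated correlation; 2.95e-07 with fry). Ifit3 rose by 3.86 and Oasl2 by 3.81, while Ifi44 was not well above background in control MEFs. Array scaling as the whole cause is argued against by the lowest median over the scalings, 1.17, with all 12 genes above 0 under each scaling. Interferon signaling in the day 10 culture is a hypothesis consistent with the 12 genes called higher. The arrays do not show whether it came from the compounds, the medium, the time in culture or another cell type.
Genes of pericyte and fibroblast matrix had a median log2 fold change of 0.75, although Acta2 and other contractile genes fell. Of 14 genes, 8 were called higher and 4 lower, also adjusted over the list alone, and 2 are printed in the figures (camera, adjusted p = 0.00917; 0.0744 with the estimated correlation; 8.62e-08 with fry). Lum rose by 3.23, Dcn by 2.34 and Col3a1 by 2.19, whereas Vim and Col1a1 were lower. Directions within the list depended on the scaling: 12 genes were higher and 0 lower with the authors' value table, and 8 higher and 6 lower with spike-in scaling. The lowest median over the scalings was 0.41, but with members on both sides it leaves array scaling open as a possible source of part of the pattern. No biological explanation was tested for this list.
The spike-in controls, transcripts meant to be added in the same amount to each labeling reaction, were brighter on the chemical-treated arrays, by 0.79 on the log2 scale. Their mean was 10.87 ± 0.06 (SD, n = 3 arrays) on the control arrays and 11.67 ± 0.02 on the chemical-treated arrays, over 8 probes with 267 spots. The 75th percentile of the other spots rose by 0.44 only. The median of the other spots rose by 0.72. A brighter row of the slide would shift all of these alike. The 75th percentile differs from the spike-in shift by 0.35, against SDs of 0.04 and 0.02 between arrays. The median differs from it by 0.07, against SDs of 0.07 and 0.03, so these shifts leave a brighter row open. A larger amount of spike-in mix would have shifted all spike-in probes alike, as would a brighter row. The probe shifts ran from 0.62, for the brightest probe, to 0.93, a spread of 0.30 against SDs of at most 0.08. If signals are proportional to amounts, this spread argues against either as the whole cause. A compressed response of the brightest probes was not tested and would leave both open. Such a response would not account for the low shift of the dimmest probe, 0.71 with SDs of 0.06 and 0.02, but that is a single probe. Less messenger RNA per amount of total RNA on day 10 cannot be told apart from a difference in labeling between the groups: scaled by the spike-in controls, the median log2 fold change of all genes was -0.62, which it needs but which any such difference also gives.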

How the results depend on the processing

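In this part, normexp on median spot signals, spike-in scaling and the test of other splits of the arrays were chosen after data had been seen; the other settings were set before the data were examined.
The number of higher genes (8236) stayed within 1.5 times under all settings except the 2-fold limit, which left 4397 by construction. The number of lower genes (10493) was 4101 with the 2-fold limit, 18258 with scaling by the median and 19755 with spike-in scaling. For names with a symbol, the 2-fold limit gave 2638 higher and 2835 lower genes, and the lower genes came to 11334 with scaling by the median and 12248 with spike-in scaling. These scalings lower all genes together, as the medians of -0.55 and -0.62 show. Of the 18729 calls, 16098 were shared in the same direction with quantile normalization, 15904 with normexp, 15426 with the authors' value table, 16732 with scaling by the median and 16431 with spike-in scaling. Without each array in turn, 16790 to 17271 were shared.
All 50 genes of the upper and all 48 matched genes of the lower panel of Fig. 1B were called in their direction under every setting. Beside the main analysis, ranks of the named genes were computed with normexp and with the mean of probes only. They moved with normexp (Ptgds to 14, Ptgs2 to 3, Acta2 to 36) and with the mean of probes (Aqp4 to 17). The tally of Fig. 1C ran from 18 to 20 over the settings and that of Fig. 3G from 12 to 19; the 12 is the tally with the 2-fold limit and counts Erbb3, which was near background in both groups. Of the 148 named gene entries, 141 to 148 kept their direction and their side of the threshold under each setting that tested all of them. Those that reversed were Wnt5a with scaling by the median (-0.17) and spike-in scaling (-0.23), Ednra with scaling by the median (0.00, with no difference left) and spike-in scaling (-0.068), Cryz with spike-in scaling (-0.061) and Nes with spike-in scaling (-0.23). Each of these is a small rise that the shift of all genes between the scalings exceeds. Erbb3, near background in both groups, was not called with the authors' value table, spike-in scaling or 5 of the 6 arrays left out in turn, and Nes was called higher with quantile normalization, detected spots, normexp, the authors' value table, dim probes left out and the variance settings.
For the gene lists, values are medians relative to the median of all genes. Direction was kept under every setting for all 11. The cyclic AMP response list, not past the threshold at -0.51, passed it with quantile normalization (-0.84), scaling by the median (-0.51), normexp (-0.60), the authors' value table (-0.76), spike-in scaling (-0.51) and fry (-0.51); without each array in turn it ran from -0.64 to -0.44, and it passed without chemical-treated replicate 2 (-0.48). The skeletal muscle list (-0.15) passed the threshold with quantile normalization (-0.51), normexp (-0.084), the authors' value table (-0.24) and fry (-0.15). The neuronal (0.56) and adipocyte (-0.84) lists passed it with fry only. With the correlation between genes estimated from the data, the interferon response (2.199), macrophage (1.198) and matrix (1.02) lists no longer passed, and the matrix list (0.88) also not with dim probes left out. The cause was not tested for any of these lists.
The slide as a block was not run, because all arrays lay on 1 slide. With the replicate number as a block, 7993 genes were higher and 14604 lower, 17590 of them shared, and the list tests gave the same calls. Arrays of the same number did not vary together by much (correlations of deviations 0.10, 0.05 and 0.06) and the number gives only the column on the slide, so the arrays share a number and are not treated as pairs.
Of the 10 splits of the 6 arrays into groups of 3, only 1, the actual one, called as many genes, 1 as many genes of the figures, and 1 put as many gene lists past the threshold. Each other split called 0 genes but put 3 to 5 lists past the threshold, against 6 for the actual one. The list tests therefore hardly set the actual split apart. The comparison of splits does not exclude chance, since 10 splits allow no share under 10%. It also says little, because each of the other splits mixes both groups, so that part of the difference stays between its groups and the rest adds to the spread within them. The median absolute difference was 0.04 to 0.07 for every pair of arrays of the same group and 0.64 to 0.67 for every pair of different groups.
What signal over background limits is the size of falls and rises near background. For genes such as Thbs4, with no array of a group well above background, only bounds can be given, and these move with the setting. Of the genes of Fig. 1C only 13 of 20 were measured on all 6 arrays.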

Differences from the paper's values

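Of the settings named in this part, normexp and spike-in scaling were chosen after seeing the values, and the others were set before the data were examined. Values of the paper are folds read by eye from its figures. A setting is said to come near the paper's value when the larger of the 2 values is at most 1.5 times the smaller or, for a bound, when the bound is at most 1.5 times the paper's value.
Chrdl1 was at least 10.9-fold higher here, against the paper's value of about 4.8 in Fig. 1C, read by eye. The bound came near it with the authors' value table (at least 6.19-fold, still above the paper's value) and the mean of its probes (at least 4.63-fold), and with normexp (at least 3.12-fold), chosen after seeing the values; with the remaining settings it did not.
Ptprd was 3.91-fold higher, against the paper's value of about 2.6 in Fig. 1C, read by eye. Quantile normalization, scaling by the median, the authors' value table (2.88) and the mean of its probes (2.55) came near it, as did normexp and spike-in scaling, both chosen after seeing the values. Leaving out control replicate 3 (3.82) or chemical-treated replicate 3 (3.85) hardly moved the fold and only just passed the 1.5 times, and the remaining settings did not.
Atp2b2 was 3.81-fold higher, against the paper's value of about 2.0 in Fig. 1C, read by eye. The authors' value table (1.98), the mean of its probes (1.76) and leaving out control replicate 1 (2.63) came near it, as did normexp and spike-in scaling, both chosen after seeing the values. Quantile normalization, scaling by the median and the remaining settings did not.
Dcn was 5.05-fold higher, against the paper's value of about 8.1 in Fig. 3G, read by eye. Quantile normalization (7.57), the 75th percentile over detected spots (6.12) and the authors' value table (8.11) came near it, as did normexp, chosen after seeing the values; the remaining settings did not.
Mef2c was at least 2.26-fold higher, against the paper's value of about 1.4 in Fig. 3G, read by eye. Quantile normalization, scaling by the median and the authors' value table (at least 1.51-fold) brought the bound near it, as did normexp and spike-in scaling, both chosen after seeing the values. The remaining settings did not.
The paper shows all 20 genes of Fig. 3G as upregulated past the threshold. Here 19 were called, and Dll3 was not (log2 fold change 0.29, adjusted p = 0.285 from limma); it was called with the mean of its 2 probes and, with each probe on its own, by the probe that was well above background in chemical-treated MEFs only, and under no other setting run.
The paper places Acta2 and the other genes of Fig. 1B among the largest changes after sorting by fold change. All matched genes were called in their direction here, but sorted by fold change among called genes well above background on all arrays of at least 1 group, 7 of the 50 genes of the upper panel and 12 of the 48 matched genes of the lower panel were within rank 50, and the last were at rank 1005 and 393. Among genes measured on all 6 arrays, 10 and 21 were within rank 50. Acta2 was at rank 109 of the first set and at rank 25 of the second, and at rank 36 with normexp, chosen after seeing the values.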

Other observations

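Of the tests in this part, those of the neural crest list, of Sox2 and of Fig. 1B were chosen after the result had been seen, and the others were set before the values of their lists were seen, but after the overall counts and some of the named genes.
Genes of proliferation fell as a list. All 20 genes, none printed in the figures, were called lower over all genes and also adjusted over the list alone, with a median log2 fold change of -2.74 and a range from -3.94 to -1.26, under every scaling; Aurkb was near background in both groups (camera, adjusted p = 2.80e-10; 0.0319 with the correlation between genes estimated from the data). A stop of the cell cycle across the culture by day 10 is a hypothesis that these 20 falls allow. However, 19 of the 20 genes were still well above background on all chemical-treated arrays, with Mki67 at a scaled log2 signal of 2.24. The falls alone therefore do not tell a full stop from a partial one. The arrays do not show whether the compounds or the medium on day 10 brought the falls about. The list of contractile and serum response genes fell further: 16 of 16 were called lower under every scaling, with a median of -3.41 (camera, adjusted p = 3.23e-10; 0.0244 with the estimated correlation), but 7 of the 16 are printed in the figures.
The neural crest and Schwann cell list had 12 of 15 genes called higher and 1 lower (12 and 2 adjusted over the list alone), with a median of 1.23 (camera, adjusted p = 2.85e-06; 0.0319 with the estimated correlation). Since 6 of the genes are printed in the figures, the list was tested again without them, and the 9 remaining genes had a median of 1.17 with 6 called higher and 1 lower (camera, p = 0.00243; 0.0345 with the estimated correlation), which argues against the study's own choice of genes as the whole cause. Gfap was at least 60.3-fold and Cdh19 at least 9.31-fold higher, both without a signal well above background in control MEFs; their lowest bounds over the settings were 16.3-fold and 2.91-fold. Fabp7 (2.90) and S100b (1.17) were higher too, and Erbb3 was near background in both groups. Snai2 was called lower (-0.25), but this is close to the median of all genes (-0.27), and it ran from -0.60 to 0.08 over the settings. The calls of the whole list ran from 13 higher and 0 lower with the 75th percentile over detected spots to 9 and 2 with spike-in scaling. The list holds genes of glial and Schwann cell precursors as well as of neural crest, so the 12 genes called higher are consistent with either kind of cell in the day 10 culture and do not tell them apart.
The neuronal list did not rise as had been set out for neurons in the culture. Of 16 genes, 7 were called higher and 4 lower, also adjusted over the list alone, with a median of 0.30 (camera, adjusted p = 0.192; 0.303 with the estimated correlation; 0.00147 with fry), and with spike-in scaling the median was -0.05. Among the abundant genes, Gap43 rose by 1.93 and Snap25 by 0.36, whereas Tubb3 fell by 0.76 and Stmn2 by 0.89. Members on both sides leave open whether a part of the cells were neurons on day 10. Of the genes behind the later stains, Map2 was at least 6.10-fold and Prph at least 3.62-fold higher (2.39-fold and 1.63-fold with normexp, where the bounds were lowest), both without a signal well above background in control MEFs, and Syn1 rose by 1.05. For Rbfox3 (NeuN), 1 of 3 probes was at least 1.56-fold higher, the others were well above background on no array, and with the mean of the probes no rise could be bounded. Th was lower by a log2 fold change of -0.50, and not called with the 75th percentile over detected spots. The paper reports these proteins on other days, and Tubb3 (TUJ1) as positive.
The retinoic acid response list did not rise either: 2 of 10 genes were called higher and 6 lower, with a median of -0.36 (camera, adjusted p = 0.285; 0.610 with the estimated correlation; 0.0817 with fry), and of the direct targets Dhrs3 rose by 1.71 while Cyp26b1 and Rarb were lower. Members on both sides decide nothing, and whether the medium of these samples held retinoic acid is not known here. The cyclic AMP response list had 1 gene called higher and 7 lower, with a median of -0.78, which is -0.51 relative to all genes (camera, adjusted p = 0.0704; 0.303 with the estimated correlation; 6.26e-06 with fry), so whether it fell depends on the test. The rise set out for a response to forskolin was not seen, but with members on both sides such a response stays open. Whether the medium of these samples held forskolin is not known here, and a response that had faded by day 10 was not tested. The skeletal muscle list had 0 genes called higher and 6 lower, with a median of -0.41 (camera, adjusted p = 0.0979; 0.303 with the estimated correlation; 1.57e-05 with fry); only 5 of the 14 genes were well above background on all control arrays, so a loss of muscle cells stays open. The adipocyte list had 3 called higher and 5 lower, with a median of -1.10 (camera, adjusted p = 0.764; 0.840 with the estimated correlation; 0.00986 with fry). Adipoq and Fabp4, which the paper reports as elevated after culture in adipocyte medium, were lower in these day 10 cells than in control MEFs, Adipoq at least 33.1-fold (7.39-fold with normexp) and Fabp4 by a log2 fold change of -2.73.
Sox2 was higher on the arrays, whereas the paper reports by qPCR, in a time series, that Sox2 and Pax6 did not rise. Its log2 fold change was 2.59 (standard error 0.06, adjusted p = 4.13e-06 from limma), from -2.26 ± 0.06 to 0.32 ± 0.07 (SD, n = 3 arrays each), and all 6 arrays were well above background. Array scaling is argued against, since the lowest value over the scalings was 1.84, with normexp. Signal from another transcript on its probe stays open, as Sox2 has only 1 probe on this array and no other to compare. Pax6 was well above background in neither group. Nes was not called (log2 fold change 0.12, adjusted p = 0.0547) and its direction depended on the scaling, from -0.23 with spike-in scaling to 0.57 with the authors' value table. Wnt1 was slightly lower, at -0.34 (adjusted p = 0.0304 from limma), which is -0.08 relative to all genes. It was not called with 5 of the 6 arrays left out in turn. Nor was it called with the replicate number as a block or the 75th percentile over detected spots. The paper followed both genes with EGFP reporters. Its Nestin reporter, driven by the gene's promoter/enhancer, was imaged during the chemical treatment. Its Wnt1 reporter, a CAG-CAT-EGFP construct, was induced by Wnt1 promoter-driven Cre recombinase. Neither reads the messenger RNA of the whole day 10 culture, so these array values do not test the reporter results.
The genes of Fig. 1B lie far down a ranking by fold change, and how such a panel could arise was searched after their values had been seen. The ranking by p was reached after other rankings had been tried, and 71 rankings per panel were then run in full, 66 of them not by p: by fold change on several sets of values, above limits on the signal of the brighter or the dimmer group, with offsets, and by linear difference. A limit on signal before ranking is argued against, because of the genes as bright and as changed as those of the panel only 31.2% were in the upper panel and 32.2% in the lower. The 66 other rankings placed 1 to 27 of the 50 upper genes and 0 to 29 of the 48 lower genes within the first 50. Ranked by p, 33 and 29 were within the first 50 with the 75th percentile scaling, 43 and 38 with the authors' value table, 37 and 33 with normexp, and 29 and 24 with quantile normalization. A candidate explanation is therefore that genes were taken by smallest p and then sorted by fold change. It was found by search on the same genes and differs from the legend's wording, so it remains a hypothesis.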
